A study of Mus musculus with 9 samples. Its data were reported in "miR-30 Family miRNAs Mediate the Effect of Chronic Social Defeat Stress on Hippocampal Neurogenesis in Mouse Depression Model" (2019).

How the data were processed

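Total RNA from cultures of neural stem and progenitor cells of the adult mouse dentate gyrus was measured on 9 Illumina MouseWG-6 v2.0 arrays, 3 per stage. The stages were proliferating neurospheres (proliferation), cells after 2 days in differentiation medium (early differentiation) and cells after 7 days (late differentiation). The arrays of one stage were labelled as biological replicates. The 3 proliferation and 3 late arrays lay on 1 BeadChip and the 3 early arrays on a second, so BeadChip and stage cannot be told apart in comparisons that include early differentiation.

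The deposited non-normalized table held the intensity (mean bead signal) of each probe and its detection p-value on each array, as exported by the authors from GenomeStudio. Its intensities were neither background-subtracted nor normalized between arrays. The authors described an export after background subtraction and an analysis in GeneSpring 12.0, whereas the intensities of this table still included the background. The deposited value table of the series held background-subtracted intensity multiplied by 1 factor per array, with a mean of 106.89 on each array, and was used as an alternative only. Of 45281 probes, 34885 were listed with 1 gene symbol, 18 with several and 10378 with none; 34807 carried an Entrez identifier found in the mouse reference annotation, and no symbol changed when symbols were updated by it. No 2 arrays were identical.

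Intensities were background-corrected in limma 3.58.1 (R 4.3.3) with a normal-exponential model whose background was inferred from the detection p-values, with an offset of 16, and were quantile normalized and expressed as log2. The offset compresses the fold changes of dim probes. Probes with a detection p-value under 0.05 on at least 3 arrays were kept (20935, of which 17481 had 1 symbol), and each gene was represented by its kept probe with the highest mean over all arrays, which left 11009 genes, 4347 of them with several kept probes. The 3454 kept probes without a single listed gene were fitted separately. A probe whose detection p-value was 0.05 or more on every array of 1 group was treated as dim in that group. Its change is given as a lower bound ("at least"), computed after raising its values in that group to the lowest value of a detected probe on the same array. The number of arrays limits the precision of each value.

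One model with a mean per stage was fitted to all 9 arrays with limma (lmFit and eBayes), and each of the 3 comparisons was taken as a contrast. Adjusted p-values are Benjamini-Hochberg values over the genes tested in a comparison. A gene was called at an adjusted p under 0.05 with a fold of at least 1.5. Values are log2 fold changes with the standard error of the moderated fit (SE, 3 arrays per group). The genes to be named were set by rule: the 8 largest rises and 8 largest falls among called genes whose replicates did not overlap between the groups, up to 3 called members of each gene list in each direction, and a fixed set of stage markers, miRNA-processing genes, reference genes and study candidates. The 30 gene lists (pathways, cell types and the candidates of the study) were tested with limma's camera, with a preset correlation of 0.01, for lists with at least 3 tested members. These 87 tests were adjusted together, and camera with an estimated correlation and fry were run as alternatives. The tests, the lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from 1 alternative, 5 tests of explanations and the gene families, each named as such in the closing section.

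The overlap of the 2 comparisons with proliferation was set against the product of the list sizes divided by the number of genes. In addition, 100 simulations drew all arrays without stage differences, and both comparisons used the same drawn proliferation arrays. The shared arrays were too few to be divided between the comparisons. Pairing by replicate number was checked by correlating the deviations of arrays from their stage means across genes. Same-numbered arrays correlated at 0.204, 0.239 and 0.308 between early differentiation and proliferation and at 0.172, 0.318 and 0.386 between late and early differentiation, above the rule's minimum of 0.1 in each case. Between late differentiation and proliferation the values were 0.0642, 0.0794 and 0.142, which did not meet the rule. The model with a mean per stage held no pairing term for any of the comparisons. Fits with replicate number as a block were run as alternatives.

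Alternatives covered the normalization between arrays (cyclic loess, none) and the background offset (50). In a further setting the background was subtracted, signals were floored at 1 and arrays were shifted to a common 75th percentile. That setting changed the background treatment and the scaling together. Others were a floor of 16 before quantile normalization, the deposited value table, the filter on dim probes, the choice of probe per gene and the thresholds. The fit was varied with an unmoderated two-sample test, eBayes with trend and robust settings, array weights and a fit to only the groups compared. The replicate block and leaving out each replicate in turn were also run. The fit was also tested on simulated data of 11009 genes, in which 67 genes were changed by 2-fold, 67 by 3-fold and 66 by 4-fold. Between late differentiation and proliferation it recovered 89.6%, 97.0% and 97.0% of these with 4 false calls, between early differentiation and proliferation 89.6%, 95.5% and 97.0% with 6 false calls, and between late and early differentiation 86.6%, 97.0% and 100% with 4 false calls. The changes were added to values already normalized, with noise drawn independently for each array. These rates therefore leave out background correction, normalization, and any replicate or BeadChip effect.

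Genes the annotation did not list, Hmga2 and Ptgfrn, which were not detected on at least 3 arrays, and sites for miR-30 in untranslated regions were not analysed here.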

Results

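Gene expression was measured on 9 arrays of cultured neural stem and progenitor cells from the adult mouse dentate gyrus, 3 each from proliferation, early differentiation (day 2) and late differentiation (day 7). The arrays detected 18310 to 19919 probes each. The mean signal was 223 ± 4.91 in proliferation, 175 ± 3.77 in late differentiation and 163 ± 7.10 in early differentiation (SD, n = 3), so that proliferation arrays were 1.27-fold brighter than late and 1.36-fold brighter than early arrays. The background was 83.6, 79.5 and 76.9 in the same order. The first principal component of the normalised values carried 78.0% of the variance and separated proliferation from both differentiation stages. The third carried 4.60% and set replicate 3 of every stage (-15.1, -13.9 and -13.3) apart from the other arrays (1.39 to 9.59).

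The first question was how the transcriptome of the cells differed after 7 days of differentiation from that of the proliferating cells. Nearly all cell cycle genes measured fell, and some genes of astrocytes, of motile cilia and of the acute-phase and interferon responses rose. Others were not called, and a few astrocyte, cilia and acute-phase genes fell. Among the largest falls were Tnc, an extracellular matrix protein of the neural stem cell niche (-6.09 ± 0.21 on the log2 scale), the insulin-like growth factor binding proteins Igfbp2 (-5.27 ± 0.37), Igfbp3 (-5.27 ± 0.21) and Igfbp4 (-4.81 ± 0.18), and the mitotic genes Pbk (-5.08 ± 0.14) and Prc1 (-4.99 ± 0.28). Rab26 (-4.93) and Prkcb (-4.87) completed the 8 largest. The largest rises were those of Ahnak (6.41 ± 0.16), Kndc1 (4.85), Lcn2, the iron-binding acute-phase protein lipocalin-2 (4.84 ± 0.74), Chil1 (4.81 ± 0.48), the small heat shock protein gene Hspb8 (4.75 ± 0.23) and Igfbp5 (4.60 ± 0.24). Ahnak and Kndc1 were detected on 1 of 3 proliferation arrays and Chil1 on 2 of 3. Ucma was at least 30.3-fold and Psd2 at least 27.0-fold higher, since neither was detected on any proliferation array.

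The fall of the cell cycle genes covered nearly every member measured. Of 29 DNA replication genes, 28 fell and none rose, with a median of -1.85 (adjusted p = 1.27e-16, and adjusted p = 0.267 with an estimated correlation). Among them were Uhrf1 (-3.86 ± 0.16), the replicative helicase subunit Mcm5 (-3.47 ± 0.13) and thymidine kinase Tk1, which was at least 15.1-fold lower. All 20 mitosis genes fell, with a median of -3.55 (adjusted p = 3.43e-16, and adjusted p = 0.267 with an estimated correlation), including the centromeric histone Cenpa (-4.57 ± 0.16) and the anaphase activator Cdc20 (-4.56 ± 0.23). Targets of EGF and FGF signalling, the mitogens of neurosphere medium, fell in 11 of 15 cases (median -1.68, adjusted p = 1.32e-05, and 0.267 as the adjusted p with an estimated correlation). Ccnd1, which encodes cyclin D1 (-4.53 ± 0.16), the phosphatase gene Dusp6 (-3.86 ± 0.21) and the transcription factor gene Etv5 (-3.58 ± 0.22) fell most, while Emp1 rose (2.11 ± 0.67).

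Most tested genes of 3 further lists, cholesterol synthesis, ribosome biogenesis, and Polycomb and REST corepressors, were lower as well. Of 15 cholesterol synthesis genes 10 fell (median -1.18, adjusted p = 2.94e-05, and adjusted p = 0.516 with an estimated correlation), among them Fdps (-2.23 ± 0.16), Insig1 (-1.97 ± 0.24) and Lss (-1.93 ± 0.12). Of 18 ribosome biogenesis genes 12 fell (median -0.71, adjusted p = 6.55e-05, and adjusted p = 0.267 with an estimated correlation), led by the snoRNP proteins Nop58 (-2.12 ± 0.21) and Nop56 (-1.36 ± 0.15). In the list of Polycomb and REST corepressor genes 8 of 11 fell (median -0.76, adjusted p = 0.00360, and adjusted p = 0.323 with an estimated correlation). These included the histone methyltransferase Ezh2 (-2.53 ± 0.23), Rcor1 (-1.06 ± 0.11), which encodes the corepressor CoREST, and Hmgb2 (-2.71 ± 0.15). Hmgb2 is a high mobility group gene that the list also held, neither a Polycomb nor a REST corepressor gene. None of the members of these 3 lists rose.

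Of 18 astrocyte genes 8 rose and 1 fell (8 and 2 adjusted over the list alone), with a median of 0.59 (adjusted p = 0.0178, and adjusted p = 0.586 with an estimated correlation). Ntsr2 (4.48 ± 0.16), the intermediate filament gene Gfap (4.38 ± 0.36) and the water channel gene Aqp4 (3.55 ± 0.36) rose most, and Cldn10 fell (-1.14 ± 0.32, detected on 1 of 3 late arrays). Of 7 ependymal genes 6 rose (median 2.48, adjusted p = 0.000384, and adjusted p = 0.323 with an estimated correlation), including Enkur (4.27 ± 0.12, detected on 2 of 3 proliferation arrays), Dynlrb2 (3.68 ± 0.15) and Tekt1 (2.76 ± 0.20, detected on 1 of 3). Oligodendrocyte progenitor genes went both ways, with 3 of 10 higher and 3 lower (median -0.07, adjusted p = 0.675). Matn4 rose (2.69 ± 0.40, detected on 2 of 3 proliferation arrays), whereas the transcription factors Nkx2-2 (-2.52 ± 0.23) and Olig1 (-1.85 ± 0.18) fell and Olig2 was at least 2.07-fold lower. Of 15 neuronal genes 1 rose and 4 fell (median -0.18, adjusted p = 0.503). Nsg2 rose (0.76 ± 0.19), and Sox11 (-2.02 ± 0.10), Gad1 (-1.63 ± 0.32) and Gap43 (-1.16 ± 0.19) fell. Of 12 neural stem cell genes 5 rose and 3 fell (median 0.16, adjusted p = 0.675). Sox9 (1.76 ± 0.10) and Vim (1.13 ± 0.16) rose and the Notch effector Hes1 (-1.87 ± 0.12) and Fabp7 (-1.73 ± 0.13) fell.

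Most tested genes of the interferon response and of antigen presentation by MHC class I rose, and the rest were not called. Of 10 interferon response genes 6 rose and none fell (median 0.78, adjusted p = 0.00828, and adjusted p = 0.267 with an estimated correlation), with Ifit3 (4.37 ± 0.31), Oasl2 (1.73 ± 0.18) and Ifit2 (1.63 ± 0.19) first. Of 11 MHC class I genes 7 rose and none fell (median 0.73, adjusted p = 0.00828, and adjusted p = 0.586 with an estimated correlation), such as the peptide transporter gene Tap2 (1.88 ± 0.15) and H2-K1 (1.34 ± 0.18). Of 15 cytokine and acute-phase genes 10 rose and 2 fell (mean 1.46, adjusted p = 0.0181, and adjusted p = 0.586 with an estimated correlation). The complement gene C4b (3.76 ± 0.11) and the protease inhibitor gene Serpina3n (3.43 ± 0.63) rose with Lcn2, and Timp1 fell (-1.96 ± 0.34). Lcn2 was lower in replicate 3 of late differentiation (7.97 on the log2 scale) than in the other replicates (11.31 and 10.99). The microglial list had 2 tested members, and Cd14 (1.85 ± 0.47) was the one called.

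Other lists did not pass the test. The list of lysosomal genes had 7 of 18 members higher and 1 lower (adjusted p = 0.0590), with the protective protein gene Ctsa at 4.34 ± 0.14. Metallothionein and antioxidant genes had 3 of 12 higher (adjusted p = 0.312), including Mt2 (2.46 ± 0.20). The BMP response list had 2 of 5 higher (adjusted p = 0.312), of which Id4, an inhibitor of basic helix-loop-helix factors, was at least 13.9-fold higher. The Notch list had 2 of 8 higher and 4 lower (adjusted p = 0.492), among them Hey1 (1.71 ± 0.16) and Nrarp (-2.47 ± 0.29, detected on 1 of 3 late arrays). Immediate early genes had 3 of 11 higher (adjusted p = 0.525), and genes that restrain the cell cycle had 2 of 11 higher and 1 lower (adjusted p = 0.774), with Cdkn2b at 1.34 ± 0.18. Synaptic genes had 5 of 14 higher and 5 lower (adjusted p = 0.799). Glycolysis and hypoxia genes had 5 of 18 higher and 6 lower (adjusted p = 0.829), with Slc2a1, a glucose transporter gene, at 2.46 ± 0.24 and Ldha at -1.36 ± 0.13. In both of the last 2 lists the median was above 0 while the direction of the test was down. Mature oligodendrocyte genes had 2 of 5 higher (adjusted p = 0.534), endothelial and mural genes 1 of 5 higher (adjusted p = 0.621), and fibroblast genes 1 of 5 higher and 2 lower (adjusted p = 0.574). Genes of miRNA processing had 1 of 11 higher and 1 lower (adjusted p = 0.621), and Drosha (0.50 ± 0.16), Dgcr8 (-0.51 ± 0.10) and Dicer1 (0.38 ± 0.09) stayed under the 1.5-fold minimum. A second, dimmer Drosha probe was at 0.60 (adjusted p = 0.00928 over all kept probes), just above it, and without normalization between arrays Drosha was at -0.01 and Dicer1 at -0.11. The reference gene Tbp was at -0.06 ± 0.10 and Gapdh at -0.38 ± 0.10, neither of them called.

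The study had measured Gfap, Dcx, Nes and Sox2 by RT-qPCR to mark the stages, and took Sox2 as a marker of proliferation. The values given here are from the arrays. Gfap and the stem cell factor Sox2 (0.80 ± 0.16) rose, whereas Nes, which encodes nestin, was at -0.09 ± 0.14. Dcx, a marker of young neurons, was not detected in proliferation and at least 1.26-fold higher in late differentiation. Its fitted log2 fold change of 0.5847 fell just short of the 1.5-fold minimum, so it was not called. As a list these 4 genes did not pass the test (adjusted p = 0.1505). Of the 6 genes that the study chose from these arrays as candidate targets of miR-30, 3 fell: the axon guidance receptor gene Nrp1 (-2.14 ± 0.29), the myelin glycoprotein gene Omg (-1.25 ± 0.21) and Rcor1. Each had a dimmer probe that missed the call thresholds: Rcor1 at -0.55 (adjusted p = 0.0645 over all kept probes in limma), Omg at -0.49 and Nrp1 at -0.53. Another Nrp1 probe was at -2.07. Their list passed the test (median -0.80, adjusted p = 0.0220, and adjusted p = 0.284 with an estimated correlation), which is not independent evidence, because the genes were chosen on these arrays. Ppp3r1 (-0.33 ± 0.11), Adgra3 (-0.54 ± 0.11) and Kmt2c (-0.22 ± 0.17) were not called. Without normalization between arrays they were, at -0.87, -1.07 and -0.74. The study reported that RT-qPCR on cells of these stages replicated its array result for every candidate from culture, these genes included. The missing calls for Ppp3r1, Adgra3 and Kmt2c therefore do not show that these genes stayed unchanged. Nor do the calls tell which candidates miR-30 targets. In the study's reporter assays Ppp3r1 and Kmt2c (named Mll3 there) were direct targets, whereas Rcor1 and Omg did not appear to be. From its transfections of glioma cells the study counted every candidate from culture except Rcor1 as a target. Of 6 tested candidates from defeated mice, 3 rose, namely Osmr (2.26 ± 0.27), Socs3 (adjusted p = 0.00318) and Ifngr1 (1.01 ± 0.13). Only 1 fell, Nrp1, which both candidate lists hold. The list of candidates from defeated mice did not pass the test (adjusted p = 0.567).

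**Figure D1:**
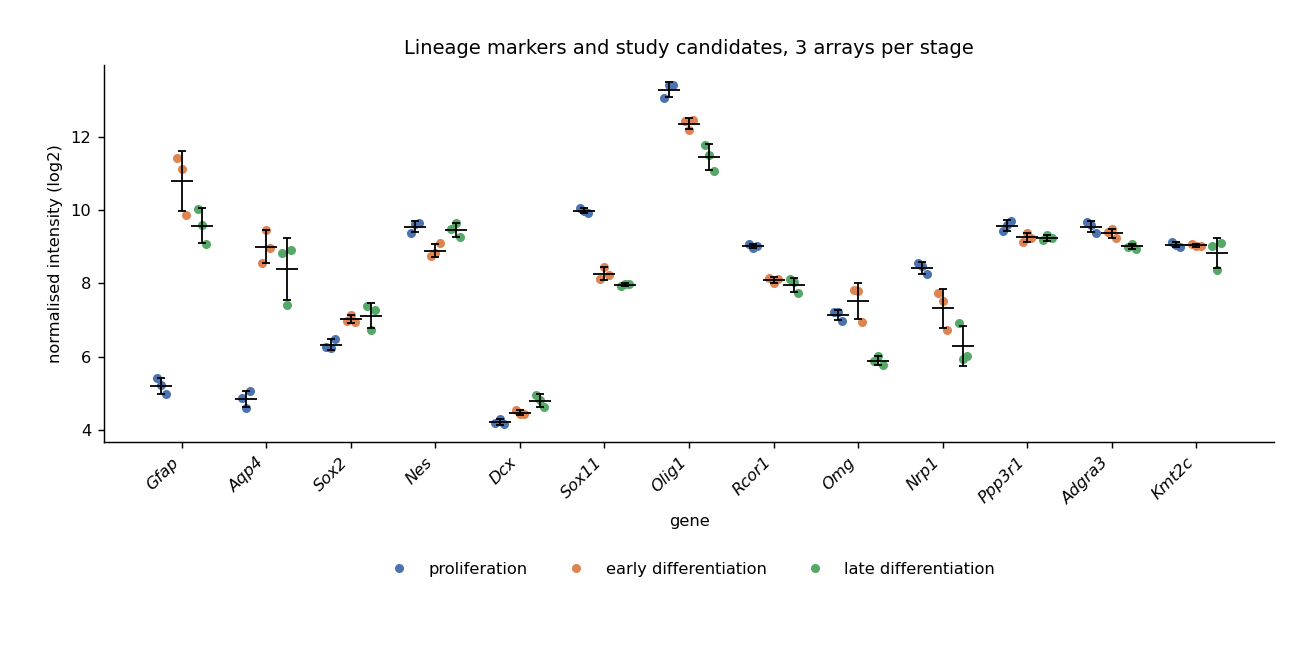
Normalised log2 intensity of lineage markers and of the study's candidate genes, with 1 point per array, 3 arrays per stage, and the mean with its SD as a bar. Gfap and Aqp4 lie far above proliferation at both differentiation stages, while Rcor1, Omg and Nrp1 lie below it in late differentiation.

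In this comparison 1941 genes rose and 1788 fell (33.9% of the 11009 tested), 252 of them higher and 237 lower by more than 4-fold. Replicates of the 2 groups did not overlap for 61.6% of all genes, against 10% by chance. Both groups lay on 1 BeadChip, and a fit to these 6 arrays alone called 1929 genes higher and 1764 lower. The share of higher genes among those called was 52.1% and dropped to 21.5% without normalization between arrays, where the median gene shifted by -0.31.

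The same question was asked of the first 2 days of differentiation. The fall of cell cycle genes was already present, and 11 of 18 astrocyte genes had risen (adjusted p = 0.450 for the list with an estimated correlation). The largest falls were those of Pbk (-5.33 ± 0.14, detected on 2 of 3 early arrays), Tnc (-5.08 ± 0.21), Rab26 (-5.07 ± 0.19), Cdc20 (-4.78 ± 0.23), Prc1 (-4.65 ± 0.28), Igfbp3 (-4.63 ± 0.21) and the mitotic genes Plk1 (-4.60 ± 0.14) and Cdca3 (-4.54 ± 0.21). The largest rises were those of Ahnak (6.06 ± 0.16), Gfap (5.61 ± 0.36), Hspb8 (4.74 ± 0.23), the noncoding RNA gene Miat (4.70 ± 0.24, detected on 2 of 3 proliferation arrays), Nrbp2 (4.63 ± 0.12) and Igfbp5 (4.54 ± 0.24), with Psd2 at least 31.4-fold and Ucma at least 19.8-fold higher.

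Of 29 DNA replication genes 28 fell (median -1.86, adjusted p = 5.64e-17), and all 20 mitosis genes fell (median -3.53, adjusted p = 1.44e-16). With an estimated correlation the adjusted p = 0.267 for each. EGF and FGF targets fell in 11 of 15 cases (median -1.46, adjusted p = 1.56e-05, and adjusted p = 0.267 with an estimated correlation). Ccnd1 (-4.14 ± 0.16), Dusp6 (-3.92 ± 0.21) and the feedback inhibitor gene Spry4 (-3.18 ± 0.13, detected on 1 of 3 early arrays) fell most. Cholesterol synthesis genes fell in 13 of 15 cases (median -1.45, adjusted p = 5.17e-07, and adjusted p = 0.3997 with an estimated correlation), with Fdps at -2.85 ± 0.16. Ribosome biogenesis genes fell in 12 of 18 cases (median -0.79, adjusted p = 2.66e-06, and adjusted p = 0.267 with an estimated correlation). In the Polycomb and REST corepressor list 6 of 11 fell (median -0.72, adjusted p = 0.00828, and adjusted p = 0.361 with an estimated correlation). Among them were Ezh2 (-1.66 ± 0.23) and the high mobility group gene Hmgb2 (-2.65 ± 0.15).

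Of 18 astrocyte genes 11 rose and none fell (median 0.98, adjusted p = 0.000177, and adjusted p = 0.450 with an estimated correlation), with Aqp4 at 4.17 ± 0.36 and Ntsr2 at 4.14 ± 0.16. Ependymal genes rose in 6 of 7 cases (median 1.99, adjusted p = 0.000434, and adjusted p = 0.323 with an estimated correlation), including Rsph1 (2.22 ± 0.21). Interferon response genes rose in 6 of 10 cases (median 0.73, adjusted p = 0.0438, and adjusted p = 0.284 with an estimated correlation), a call that held in 16 of 23 settings. MHC class I genes had 2 of 11 higher (adjusted p = 0.330), and cytokine and acute-phase genes 7 of 15 higher and 2 lower (adjusted p = 0.252), with C4b (3.52 ± 0.11) and the receptor subunit gene Il6st (2.38 ± 0.15) higher. Neuronal genes had 2 of 15 higher and 3 lower (adjusted p = 0.694), with Nsg2 at 1.27 ± 0.19 and Rbfox3, which encodes NeuN, at least 2.12-fold higher. Sox2 rose (0.69 ± 0.16) and Nes fell (-0.66 ± 0.14), while Dcx, detected on 2 of 3 early arrays, and on none in proliferation, was at least 1.002-fold higher and not called. Of the candidates from culture 2 of 6 fell (adjusted p = 0.322), Nrp1 (-1.12 ± 0.29) and Rcor1 (-0.93 ± 0.11), on the arrays on which the study chose them, and Omg was at 0.39 ± 0.21. The dimmer probes were at -0.22 for Rcor1 and -0.10 for Nrp1, and another Nrp1 probe was at -1.27. Gapdh fell (-0.74 ± 0.10) and Tbp was at -0.12 ± 0.10.

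In early differentiation 1854 genes rose and 1671 fell (32.0% of those tested), and replicates did not overlap for 61.3% of genes, against 10% by chance. Of the called genes 52.6% were higher, which dropped to 15.7% without normalization between arrays, where the median gene shifted by -0.41. The early arrays lay on a BeadChip of their own, so no value within a batch could be had and stage and BeadChip cannot be told apart.

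**Figure D2:**
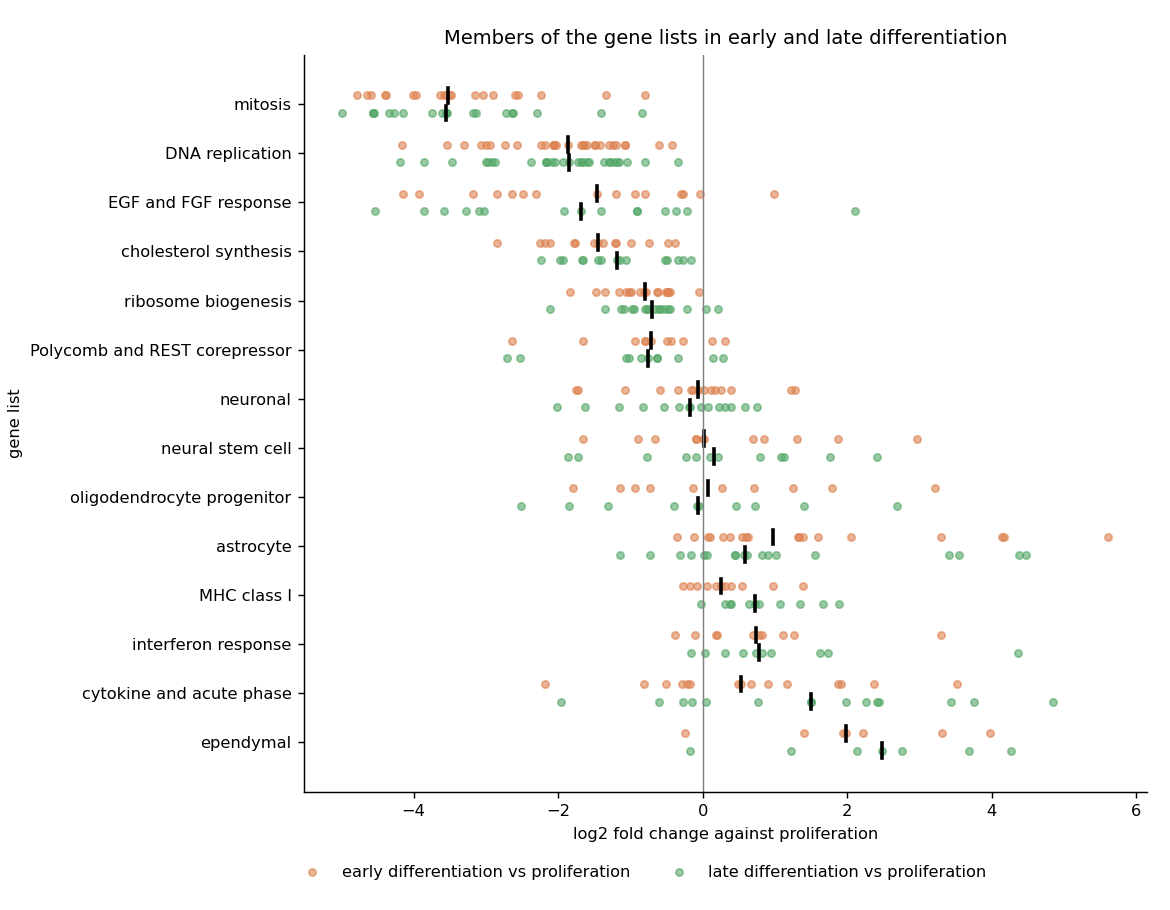
Log2 fold change against proliferation of each tested member of 14 gene lists, with 1 point per gene and the list median as a bar, in early and late differentiation (3 arrays per stage). Mitosis and DNA replication genes lie below 0 in both stages, and most ependymal genes lie above it.

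Whether the stages shared their changes was asked by overlapping the lists. Tnc, Prc1 and Ccnd1 were lower, and Ahnak, Hspb8 and Igfbp5 higher, at both. In all 1512 genes were higher at both stages (327 for independent lists) and 1372 were lower at both (271). The simulations gave 0 shared genes in each direction. Unchanged stages yield hardly any called genes, so this 0 sets no chance level for the counts. The log2 fold changes correlated at 0.935 across genes, which are not independent replicates, and at 0.499 in the simulations. Their covariance was 0.698 against 0.0147 in simulations that also shared proliferation arrays between the comparisons, a difference of 0.683. Part of the excess of the counts over independent lists may come from the shared proliferation arrays, which were too few to be divided. Of the genes higher at both stages 65 were higher again in late than in early differentiation, and of those lower at both 57 were lower again. Another 337 genes were higher and 299 lower in early differentiation without a call in late differentiation, and 429 were higher and 411 lower in late differentiation without a call in early differentiation, which does not show that these differed between the stages. Col4a1, Fxyd6, Gamt, Myh8 and Svep1, chosen after their values were seen, went in opposite directions.

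**Figure D3:**
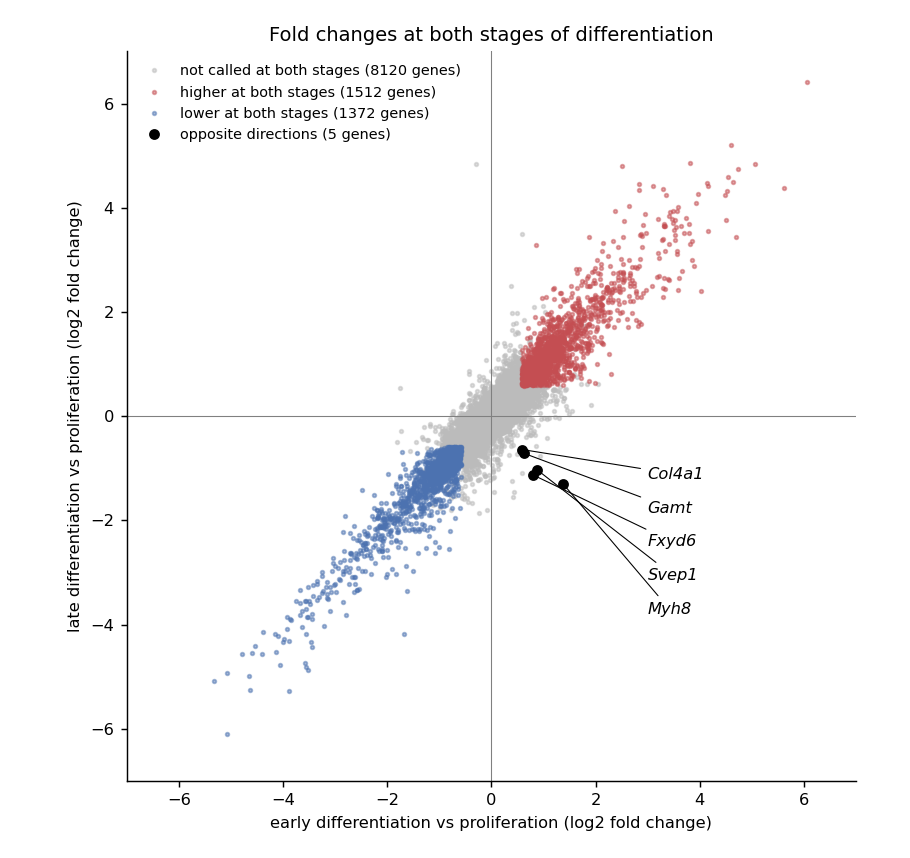
Log2 fold change of each of 11009 genes against proliferation in early differentiation (x axis) and late differentiation (y axis), coloured by call. Most called genes lie along the diagonal, and 5 genes were higher early and lower late.

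The last comparison asked what changed between day 2 and day 7. Single acute-phase and antigen presentation genes rose, and single genes of astrocytes and progenitors fell. Lcn2 rose most (5.13 ± 0.74, detected on 2 of 3 early arrays), followed by Elobl (2.92 ± 0.36, detected on 2 of 3 early arrays), the lipopolysaccharide binding protein gene Lbp (2.42 ± 0.32), the chemokine gene Cxcl1 (2.30 ± 0.53), Chil1 (2.30 ± 0.48), Ephx4 (2.13 ± 0.29), Prelp (1.62 ± 0.25) and Pamr1 (1.56 ± 0.15). Myh8 (-2.69 ± 0.31, detected on 1 of 3 late arrays), the brain proteoglycan gene Ncan (-2.50 ± 0.17), Fxyd6 (-1.94 ± 0.22), Svep1 (-1.92 ± 0.24), Slc24a3 (-1.88 ± 0.23), the imprinted gene Mest (-1.74 ± 0.22), Lpl (-1.73 ± 0.24) and Scara5 (-1.71 ± 0.39) fell most.

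Cytokine and acute-phase genes had 3 of 15 higher (4 adjusted over the list alone; median 0.34, adjusted p = 0.00104, and adjusted p = 0.552 with an estimated correlation and 0.0815 with fry), with the complement inhibitor gene Serping1 (1.27 ± 0.23) and Cxcl10 (detected on 2 of 3 early arrays) beside Lcn2. MHC class I genes had 2 of 11 higher (3 over the list alone; median 0.45, adjusted p = 0.000103, and adjusted p = 0.457 with an estimated correlation), H2-K1 (1.28 ± 0.18) and Tap2 (0.91 ± 0.15). Interferon response genes passed as a list with none called singly (1 over the list alone; median 0.19, adjusted p = 0.0437, and adjusted p = 0.284 with an estimated correlation), and held in 13 of 23 settings. Cholesterol synthesis genes, lower at both stages than in proliferation, had 3 of 15 higher in late than in early differentiation (median 0.23, adjusted p = 0.00205, and adjusted p = 0.586 with an estimated correlation and 0.127 with fry), Msmo1 (0.96 ± 0.22), the regulator gene Srebf2 (0.64 ± 0.16) and Fdps (0.62 ± 0.16), a call that ended without early replicate 3 (adjusted p = 0.0672). Glycolysis and hypoxia genes had 1 of 18 higher and 1 lower (median 0.34, adjusted p = 0.00232, and adjusted p = 0.267 with an estimated correlation), Slc2a1 (1.26 ± 0.24) and Egln3 (-0.74 ± 0.15).

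Astrocyte genes had 2 of 18 lower (5 over the list alone; median -0.34, adjusted p = 0.00533, and adjusted p = 0.585 with an estimated correlation and 0.0948 with fry), Agt (-1.43 ± 0.29) and Fgfr3 (-0.62 ± 0.11). Gfap was at -1.24 ± 0.36 and Nrp1 at -1.03 ± 0.29, neither called (adjusted p = 0.0637 and 0.0610), and both were called with replicate number as a block (adjusted p = 0.00417 and 0.00997). Oligodendrocyte progenitor genes had 1 of 10 lower, Olig1 (-0.92 ± 0.18), with a list median of -0.38 (adjusted p = 0.0516, 0.0294 with the block, and 0.527 with an estimated correlation). Of the culture candidates 1 of 6 fell, Omg (-1.64 ± 0.21), and 2 over the list alone (median -0.28, adjusted p = 0.00870, and adjusted p = 0.267 with an estimated correlation), again on the arrays on which they were chosen. The neural stem cell genes Fabp7 (-0.83 ± 0.13) and Egfr (-0.68 ± 0.10) fell, and the cyclin-dependent kinase inhibitor genes Cdkn2b (0.79 ± 0.18) and Cdkn1a (0.59 ± 0.13) rose. None of 29 DNA replication and 20 mitosis genes was called.

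**Figure D4:**
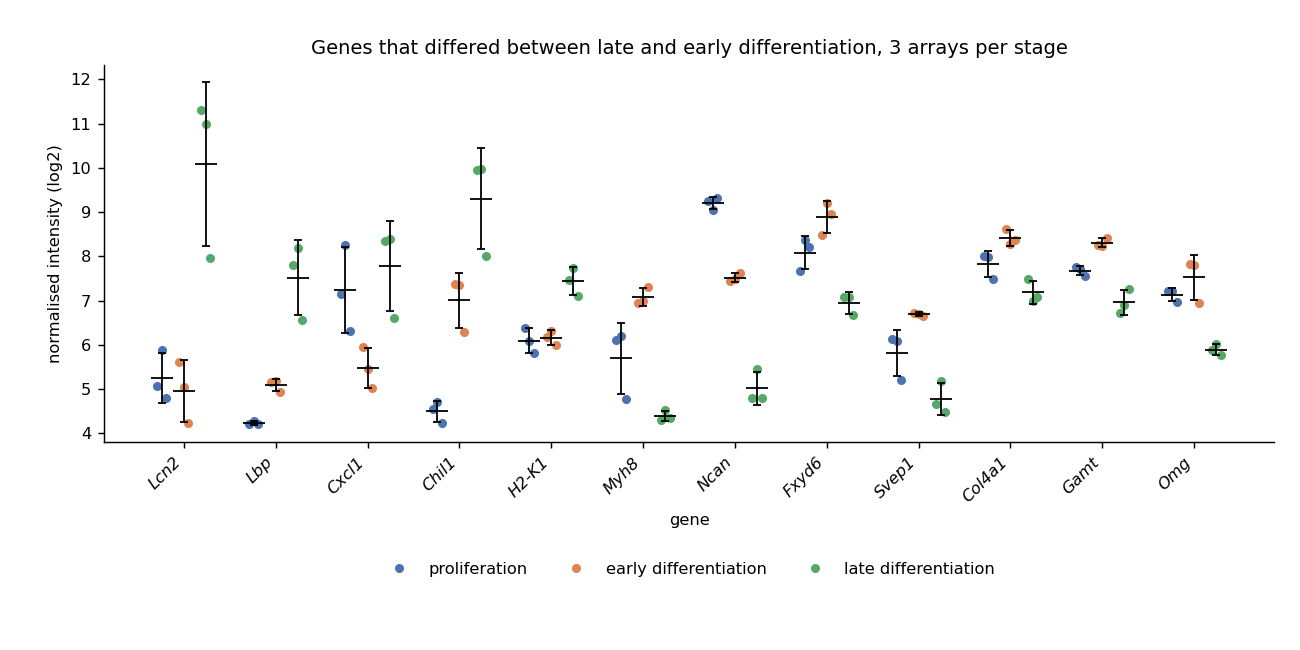
Normalised log2 intensity of genes that differed between late and early differentiation, with 1 point per array, 3 arrays per stage, and the mean with its SD as a bar. Lcn2 and Chil1 were lower in replicate 3 of late differentiation than in the other late arrays.

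Between the stages 173 genes were higher in late and 259 lower (3.92% of those tested), and replicates did not overlap for 28.6% of genes, against 10% by chance. With the unmoderated two-sample test and adjusted p 0 genes were higher and 4 lower (196 and 286 unadjusted). A floor of 1 with a shift to a common 75th percentile gave 82 and 153, and an offset of 50 gave 95 and 133. Without early replicate 1 the lower genes numbered 168, and without early replicate 2 there were 102 higher and 148 lower. Of the called genes 40.05% were higher, and 66.7% without normalization between arrays. The 2 stages lay on different BeadChips, which cannot be told apart from stage.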

Values the study reported

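The study counted 871 genes as higher in early differentiation and 989 as higher in late differentiation than in proliferation, at a fold of at least 1.5, and 688 of these were shared by the 2 stages. It counted 2251 genes as lower in early differentiation and 2145 as lower in late differentiation, with 1852 shared. Of the shared genes, 34 were described as still higher after 7 days and 28 as still lower.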

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

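The tests of the cytokine genes and those of chance, array position and brightness for the replicate numbers were chosen after the result was seen. Col4a1 (-1.23), Fxyd6 (-1.94), Gamt (-1.35), Myh8 (-2.69) and Svep1 (-1.92) stood out because they were higher than proliferation in early differentiation and lower in late differentiation, with log2 differences of late minus early as given and adjusted p-values of 0.00401, 0.00136, 0.000863, 0.00141 and 0.00244 for that difference in limma. Probes without a listed gene, on which the comparisons did not report, were called as well: 952 between late differentiation and proliferation, 935 between early differentiation and proliferation, and 96 between late and early differentiation, of 3454.

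The genes called between late and early differentiation coincide with a change of BeadChip. A probe-specific BeadChip effect was argued against, because 88.0% of second probes of the called genes followed the called direction. A difference between labelling or hybridization runs cannot be told apart from stage, because 0 early arrays shared a BeadChip with another stage. A biological change between day 2 and day 7 stays open beside it.

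Arrays of one replicate number deviated together. Chance was argued against, because only 1 of the 36 ways to assign the numbers within stages, the real one, gave as many as 91 genes with a number effect, and the highest other gave 39. Array position was argued against by a mean correlation of 0.292 between same-numbered early and late arrays, which had different positions, and brightness only for 1 number, replicate 3, which deviated in opposite directions between stages and was farthest from the others in 66 of the 91 genes, whereas replicate 1 was brighter and replicate 2 dimmer at every stage, so that brightness was not excluded for these. Cultures kept apart through the stages may account for the pattern, but cannot be told apart from other sources here. Of 95 genes that marked 1 number at proliferation, 60% marked it at late differentiation, between the bounds of 50% and 80% set for the test. At early differentiation 77.9% marked it, with 33.3% by chance. The shares at late and early differentiation were 68.4% and 84.2% for the 57 genes lower in replicate 3. For the 27 genes higher in replicate 3 they were 37.0% and 59.3%, the first of these near chance. Genes with a number effect included Xlr4a (means of 4.31, 8.23 and 4.68 for replicates 1, 2 and 3), Dmrta2 (8.10, 8.50 and 6.08), Zic1 (5.49, 6.16 and 4.27) and Otx2 (6.45, 5.03 and 4.90).

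In late differentiation 10 of 15 cytokine and acute-phase genes were higher and 2 lower than in proliferation, a list call lost with an estimated correlation (adjusted p = 0.586, and 0.552 against early differentiation). Microglia in the cultures were argued against, because 1 of 16 microglia markers, Cd14, was detected on all 3 late arrays, while Cd68 had no listed probe. For a probe-specific BeadChip effect the count of genes called higher against proliferation on the same BeadChip was taken, but these are the 10 genes of the pattern itself, so the count tested nothing, and such an effect on the late-versus-early difference of this list stays open. No biological explanation was tested.

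For the counts of called genes the 10 splits of 6 arrays were too few for a share under 0.05. The real split gave 3729 genes between late differentiation and proliferation, 3525 between early differentiation and proliferation and 432 between late and early differentiation, 1 split of each 10 giving as many, and the highest of the others gave 0. In every other split each group held arrays of both stages, so the stage difference entered the spread. The 0 therefore sets no chance level for the counts.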

How the results depend on the processing

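Leaving out replicate 3 of every stage was chosen after the data were seen. No called list or named gene that was called changed sign, and none was called in the opposite direction, under any alternative that was run. Medians of lists that were not called did change sign, and without normalization between arrays these included cell cycle inhibitors (to -0.35) and miRNA processing (to -0.22) in late and metallothioneins (to -0.26) in early differentiation. The tests of sites for miR-30 were not run. Without normalization between arrays 1026 genes were higher and 3754 lower in late differentiation, 804 and 4305 in early differentiation, 307 and 153 between late and early, and 689 and 3422 at both stages; by construction the brighter proliferation arrays were then not scaled down. With a floor of 1 and a shift to a common 75th percentile, late versus early gave 82 higher and 153 lower genes. With an offset of 50 it gave 95 and 133, and the cause was not tested. With no fold minimum the counts were 3025 and 2914 (late), 2914 and 2832 (early), 370 and 398 (late versus early) and 2383 and 2356 (both stages), and with a fold of 2 they were 964 and 881, 932 and 745, 41 and 87, and 735 and 643, as the thresholds dictate. The unmoderated two-sample test with adjusted p gave 0 higher and 4 lower genes between late and early, against 196 and 286 at an unadjusted p under 0.05, and limma gave 173 and 259; the cause was not tested. Without replicate 3 of every stage 299 genes were higher in late than in early differentiation, and the cause was not tested. Of 87 list tests 28 passed, 0 with an estimated correlation, 0 with an estimated correlation and the replicate block, and 48 with fry, which does not compare a list with other genes. Leaving out 1 replicate at a time gave 1907 to 1986 higher and 1746 to 1816 lower genes (late), 1784 to 1844 and 1633 to 1685 (early), 102 to 233 and 148 to 248 (late versus early, with 102 and 148 without early replicate 2 and 168 lower without early replicate 1), and 1457 to 1550 and 1324 to 1410 (both stages). The replicate block called 3772, 3584 and 558 genes (1.01, 1.02 and 1.29 times as many), including every gene called without it, and of named genes and lists changed only the calls of Gfap, Nrp1 and the oligodendrocyte progenitor list. Between late differentiation and proliferation, where the rule for pairs was not met, 4 of 6 arrays correlated best with their own number. Signal near background limits the dim genes, whose fold changes shrink with the offset.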

Other observations

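The gene families below were chosen after the files were seen. A family of cilia genes was defined by symbols of radial spoke, tektin, dynein arm, intraflagellar transport and other cilia-associated genes, and so was not limited to motile cilia. Its genes rose in 29 of 45 cases and fell in 3 between late differentiation and proliferation (median 0.96, adjusted p = 1.24e-08, and adjusted p = 0.354 with an estimated correlation). Rsph4a (4.02), Dnali1 (3.48), Cfap69 (3.47) and Drc1 (3.24) led the rises, while Dnah11 fell (-2.91). In early differentiation 26 rose and 3 fell. The median was positive under every scaling tried. Condensin, cohesin and centromere genes fell in 18 of 30 cases in late differentiation (median -1.32, adjusted p = 1.24e-08, and adjusted p = 0.354 with an estimated correlation), with Cenpa at -4.57 and Ncaph at -4.03. These genes overlap the mitosis list in function and in members, since Cenpa is in both, so the result is not independent of that list.

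Ribosomal protein and nucleoporin families had medians below 0 at both stages, although most mitochondrial ribosomal protein genes were not called. Cytosolic ribosomal protein genes fell in 27 of 55 cases in late differentiation and rose in 1 (median -0.57, adjusted p = 1.24e-08, and adjusted p = 0.361 with an estimated correlation), with Rpl13a at -1.96 and Rpl4 at -1.56, and in 29 cases in early differentiation (median -0.61, adjusted p = 1.72e-08, and adjusted p = 0.361 with an estimated correlation). Mitochondrial ribosomal protein genes fell in 14 of 72 cases (median -0.31, adjusted p = 5.76e-05, and adjusted p = 0.420 with an estimated correlation) and nucleoporin genes in 9 of 15 (median -0.79, adjusted p = 6.74e-05, and adjusted p = 0.361 with an estimated correlation), with Nup210 at -2.59. In early differentiation 21 mitochondrial ribosomal protein genes fell and 1 rose (median -0.33, adjusted p = 1.49e-06, and adjusted p = 0.361 with an estimated correlation), and 9 nucleoporin genes fell (median -0.75, adjusted p = 0.000102, and adjusted p = 0.361 with an estimated correlation). Between late and early differentiation collagen genes had 5 of 22 lower and 1 higher (median -0.28, adjusted p = 0.00403, and adjusted p = 0.354 with an estimated correlation), Col5a1 (1.29) against Col4a1 (-1.23) and Col4a2 (-0.72). In all 16 of 75 family tests passed and 0 with an estimated correlation.

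At the thresholds that the study stated, 1878 genes were higher in early and 1947 in late differentiation, with 1525 higher at both. The study's counts of higher genes, quoted above, were lower than these. At the same thresholds 1691 genes were lower in early and 1809 in late differentiation, with 1391 lower at both. The study's counts of lower genes were higher than these, so that the balance between higher and lower genes was reversed. Among the scalings tried, only leaving out normalization between arrays gave the direction of the study's balance. At an adjusted p, 1026 genes were then higher and 3754 lower in late differentiation, and 804 and 4305 in early differentiation. Every other scaling tried kept more genes higher than lower at both stages. With the deposited background-subtracted and scaled intensities, 1919 genes were higher and 1798 lower in late differentiation, and 1886 and 1659 in early differentiation. The cause of the difference from the study's counts was not tested.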
